# Role of aerobic exercise in ameliorating NASH: Insights into the hepatic thyroid hormone signaling and circulating thyroid hormones

**DOI:** 10.3389/fendo.2022.1075986

**Published:** 2022-12-20

**Authors:** Qiuhong Liu, Han Li, Weiwei He, Qing Zhao, Caoxin Huang, Qingxuan Wang, Zeyu Zheng, Xiaofang Zhang, Xiulin Shi, Xuejun Li

**Keywords:** aerobic exercise, deiodinase type 1, non-alcoholic steatohepatitis (NASH), thyroid hormones, bioinformatics

## Abstract

**Aim:**

Triiodothyronine (T3) administration significantly eliminates hepatic steatosis and also has a therapeutic effect on non-alcoholic steatohepatitis (NASH). However, the potential mechanism by which T3-mediated exercise improves NASH is unknow. This study aimed to explore the effect of aerobic exercise on liver injury in NASH.

**Methods:**

Aerobic exercise was conducted to explore the effects of exercise on liver injury in NASH model induced by Atherosclerotic (Ath) diet. Biochemical evaluations, histological staining and real-time PCR were first applied to confirm the amelioration effects of exercise on NASH. RNA-sequencing (RNA-seq) analysis for livers of each group were further used to identify the underlying mechanisms of aerobic exercise. Bioinformatics methods were used to explore the key functional pathways involved in the improvement of liver tissue in NASH mice by aerobic exercise.

**Results:**

Aerobic exercise improved hepatic steatosis, lobular inflammation and fibrosis in NASH mice. multiple inflammation-related pathways were significantly enriched in the liver of NASH group and improved by aerobic exercise. The results of gene set variation analysis (GSVA) showed a higher enrichment score of T3 response signature in NASH mice with exercise. Increased Dio1 expression in the liver of NASH with exercise mice and increased circulating FT3 and FT4 levels upon aerobic exercise were confirmed.

**Conclusions:**

We found that aerobic exercise could significantly reduce hepatic lipid accumulation, inflammatory infiltration and fibrosis progression in the liver of NASH mice. Hepatic thyroid hormone signaling activation and circulating thyroid hormones is potentially involved in the amelioration effect of aerobatic exercise on NASH progression.

## 1 Introduction

Non-alcoholic fatty liver disease (NAFLD) is currently the most common liver disease in the world, with an overall global prevalence of approximately 25%, representing a major global public health challenge and a significant economic burden (1). NAFLD is prevalent on all continents, with the highest reported prevalence in South America (31%) and the Middle East (32%), followed by Asia (27%), with a prevalence of NAFLD in the Chinese of 29.2% (2, 3). NAFLD is an umbrella term for a group of liver diseases, including non-alcoholic fatty liver (NAFL), non-alcoholic steatohepatitis (NASH) with or without liver fibrosis (4). NASH is an advanced stage of NAFLD, on the basis of steatosis, there are also hepatocellular ballooning and lobular inflammation, so it is more likely to progress to cirrhosis and hepatocellular carcinoma (1). Obesity, insulin resistance and many other factors increase fatty acid transport to the liver. Excess fatty acids promote lipotropic, further leading to Endoplasmic reticulum stress, oxidative stress, and inflammation activation (5–7). The hepatic inflammatory response promotes liver fibrosis, which is a major determinant of increased mortality in NASH patients (8).

So far, several drugs have been developed and tested in clinical trials, but there is still no FDA (the US Food and Drug Administration)-approved therapies for NASH patients. The accepted first line of treatment remains the healthy diet and regular exercise (9). The importance of exercise training is further supported by the findings that aerobic exercise is beneficial in improving liver lipid composition and reducing liver fat content in patients with NAFLD (10, 11). In addition, a prospective cohort study by our group demonstrated that regular moderate-intensity exercise significantly reduced intrahepatic triglyceride levels and improved NAFLD by an aerobic exercise of varying intensity in 220 patients with NAFLD (12). These evidences above confirm the beneficial effects of exercise on NASH, but the exact mechanism by which exercise improves NASH largely remains unclear and needs to be investigated in depth.

It is well known that thyroid hormones (THs) are intimately associated with the liver and that hypothyroidism is significantly dose-dependent with the risk of NAFLD (8, 13, 14). A growing number of studies have examined the relationship between THs and liver steatosis, inflammation and fibrosis (15, 16). However, whether THs is involved in the exercise process to improve liver injury in NAFLD patients is still unclear.

In the present study, we investigated the effect of aerobic exercise on liver injury in NASH mice including inflammation, lipid storage and fibrosis, and compared the thyroid hormone signaling between NASH mice and NASH mice with exercise group based on the animal model and bioinformatics analysis. This study is expected to evaluate the beneficial effects of aerobic exercise in ameliorating NASH pathologies and identify thyroid hormone signaling as one of the underlying mechanisms.

## 2 Methods

### 2.1 Experimental animals

C57BL/6 mice were obtained from Shanghai SLAC Laboratory Animal Co (Shanghai, China). The mice were maintained under controlled temperature (21°C–23°C), humidity (55%–60%) and lighting (12 hours light/dark cycles) and given water freedom. Mice were randomly grouped in three groups (n=8/groups) (1): normal chow diet (NCD) control (2); Atherosclerotic diet (Ath) and kept sedentary (3); Ath diet and received aerobic exercise training on a treadmill. In this study, NCD contained 70% carbohydrate, 10% fat and 20% protein. The Ath diet contained 1.25% cholesterol and 0.5% cholate (17). Body weight was measured every 2 weeks. After the exercise training completed, the mice were fasted overnight and sacrificed with sodium pentobarbital anesthesia, liver and blood samples were collected quickly. Livers were weighed and serum samples were kept at −80 °C for further analysis.

### 2.2 Aerobic exercise training

Before the start of exercise training, the mice were first acclimated to the treadmill for 3 days, 30 minutes per day (12 m/min). After acclimatization to the treadmill according to the above protocol, the mice began 8 weeks of running training (12 m/min, 1 hour per day, 5 days per week). Except for the exercise training group, the remaining two groups remained sedentary in their cages. Mice attempting to rest were encouraged to move by gently tapping on their tail and their back.

### 2.3 Biochemical analysis

Serum aspartate amino transferase (AST) was measured with Biochemical Assay Kit (Mindray, Cat.105-000442-00/105-000443-00), according to the manufacturer’s instruction. Blood total cholesterol (TC) and low-density lipoprotein-cholesterol (LDL-C) levels were measured with Biochemical analyzer (Mindray BS240) according to the manufacturer’s instruction.

### 2.4 Real-time quantitative PCR

Total RNA from liver was extracted using the RNA sample Total RNA Kit (Tiangen, Beijing, China). cDNA was synthesis using reverse transcription kit (FastQuant RT Kit, Tiangen) according to manufacturer’s instructions. Real-time PCR was performed using the Roche Light-Cycler 480 with SYBR Premix Ex Taq II (Takara, Dalian, China). Relative expression of the target genes was calculated using the 2−∆∆Ct method (18). Statistical analysis was performed using GraphPad Prism 8.00

### 2.5 Histological staining and scoring

Liver tissue was fixed in 4% paraformaldehyde neutral solution for 24 hours, the liver tissues were divided into two parts, one part was paraffin embedded, 4 um thick sections were cut and stained with hematoxylin-eosin or Masson staining to assess histological features. For Oil Red O staining, frozen liver sections (5μm) were fixed with fixative for 15 minutes and then stained with freshly prepared Oil Red O solution for 15 minutes. The sections were subsequently rinsed again with 60% isopropanol and finally the nuclei were stained with hematoxylin. The staining was examined under the microscope. For immunohistochemistry, paraffin sections (4um) of liver were immunostained with anti-Dio1 (1:200, 11790-1-AP, Proteintech) using a DAB substrate kit (MXB Biotechnologies, Fuzhou, China) and restained with hematoxylin. Images were captured with a Motic VM1 microscope (McAudi, Hong Kong, China). Digital images were processed with Adobe Photoshop (Adobe, San Jose, CA, USA) and quantitatively analyzed with Image J software (National Institutes of Health, Bethesda, MD, USA).

The histological features of the liver were scored using the NAFLD activity scoring (NAS) system (19) based on HE staining. NAS consists of three aspects: steatosis (0-3), lobular inflammation (0-3), hepatocellular enlargement (0-2).

### 2.6 Transcriptome sequencing and bioinformatics analysis of mice liver tissues

To explore the mechanisms of aerobic exercise on the liver of NASH mice, we performed RNA-sequencing (RNA-seq) analysis of mice liver tissue from each group using the “DESeq2” package of R software, genes with adjusted P-values less than 0.05 and absolute values of log2 fold change (log2FC) greater than 1 were considered to be statistically significant. In order to reveal the possible functions of these key genes, we performed GO enrichment analysis through the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (20, 21). Gene set enrichment analysis (GSEA) is an effective and widely used bioinformatics method for detecting consistent changes in the genome between two phenotypes in transcriptome research (22). Therefore, we used GSEA to explore the key functional pathways involved in the improvement of liver injury in NASH mice by exercise.

### 2.7 Liver transcriptome datasets of mice and robust rank aggregation analysis

To explore the abnormal alterations in liver tissue induced by T3, we searched the Gene Expression Omnibus (GEO) database to identify the transcriptomic dataset of liver from mice treated with T3. The datasets we included had to meet the following criteria: 1) transcriptomic datasets from mice liver; 2) identification of more than 30 differentially expressed genes (DEGs) that differed between the two groups; 3) Genome-wide expression profiles must be available in GEO; 4) datasets must contain both T3 treated and untreated mice. In order to efficiently integrate multiple transcriptomic datasets, a robust rank aggregation (RRA) analysis method was used (23). The R package “limma” was used to analyze the microarray data, while the DEGs in the RNA-seq datasets were examined using the “DESeq2” package of R. Genes with absolute values of log2FC>1 and adjusted P-values<0.05 were considered to be statistically significant in the RRA analysis. Since Gene set variation analysis (GSVA) can assess functional pathway or genomic changes at the genome-wide transcriptome level, we assessed the enrichment score of the key transcriptomic signature in the liver of each group of mice by GSVA (24).

### 2.8 Determination of serum free triiodothyronine and free thyroxine after exercise training

To explore the effect of exercise training on serum free triiodothyronine (FT3) and free thyroxine (FT4). C57BL/6 mice were obtained from Xiamen University Laboratory Animal Centre (Xiamen, China). Eight-weeks-old mice were hosted in polyethylene cages and under controlled conditions of the light–darkness cycle (12/12 h). After mice was adapted to the treadmill, Blood was collected after exercise training and the serum was separated at 4°C and 3000g for 20min for the further analysis. The serum was assayed for FT3 and FT4 using the ADVIA Centaur fully automated immunoassay system.

### 2.9 Statistical analysis

Statistical analyses were performed with GraphPad Prism V.8.0 software. All results were presented as the mean ± SEM. Data were analyzed for statistical significance using a two-tailed unpaired Student’s t test. The p value <0.05 was considered statistically significant.

## 3 Results

### 3.1 Aerobic exercise training improves Ath diet-induced liver injury

To assess the effect of aerobic exercise training on liver injury, we established a NASH model with the Ath diet followed by 8 weeks of treadmill exercise training (**Figure 1A**). Blood sample were collected from mice at the end of the last exercise training for biochemical testing. As expected, we found that Ath diet significantly increased the levels of serum AST, TC and LDL-C in mice. 8 weeks of treadmill exercise training could drastically reduce serum AST, TC and LDL-C levels in NASH mice (**Figures 1B–D**). In addition, we monitored the body weight of the mice throughout and found no significant difference between the groups (**Figure 1E**). The above data suggested that the Ath diet can induce liver injury in mice and aerobic exercise can ameliorate the liver injury of NASH mice.

**Figure 1:**
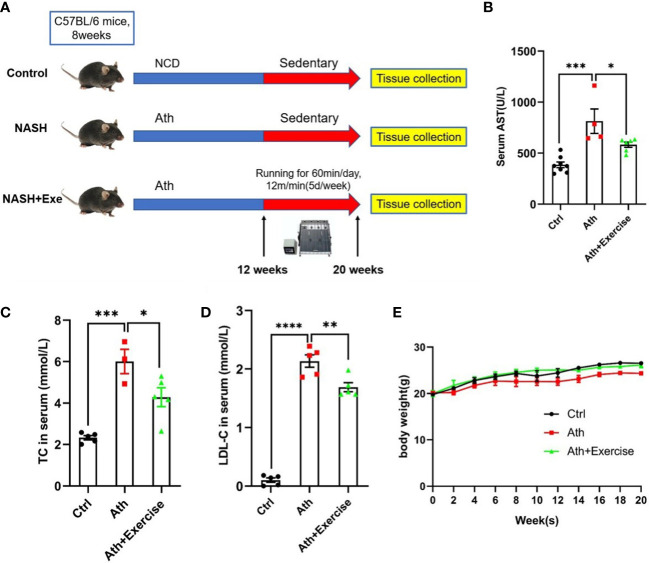
Body weight、liver enzymes and serum lipid metabolism index in mice. **(A)** Schematic diagram of mice running training. C57BL/6 male mice fed an Ath Diet or Normal Chow Diet (NCD) for 12 weeks and then started running training or sedentary training from 20 weeks of age for a period of 8 weeks. **(B–D)** Levels of serum AST **(B)**, serum TC **(C)** and LDL-C **(D)** after 8 weeks of running training. **(E)** Body weight time course. Data are depicted in mean ± SEM. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

To further evaluate the effect of aerobic exercise training on the hepatic injuries in NASH mice, we measured hepatic histological changes and inflammatory cells accumulation by HE staining, hepatic lipid droplet formation by Oil-Red O staining and fibrosis by Masson staining. In our animal models, severe hepatic lipid accumulation, inflammatory cells infiltration and fibrosis were induced in mice with Ath diet. After 8 weeks of treadmill training, reduced area of hepatic Oil-Red O staining, inflammatory cells infiltration and fibrosis were observed (**Figure 2A**). NAFLD activity score was further determined according to the quantitation of steatosis, lobular inflammation, and hepatocyte ballooning by HE staining. Compared to NCD, large amounts of lipid droplets were observed in the NASH group, and exercise training showed a significant amelioration of steatosis in the liver. Lobular inflammation and hepatocyte ballooning were both obviously visible in Ath-induced mice and were partially improved by aerobic exercise training (**Figures 2B, C**). In addition, collagen fibers were significantly deposited in the liver of mice fed Ath diet, largely eliminated by exercise (**Figure 2D**).

**Figure 2:**
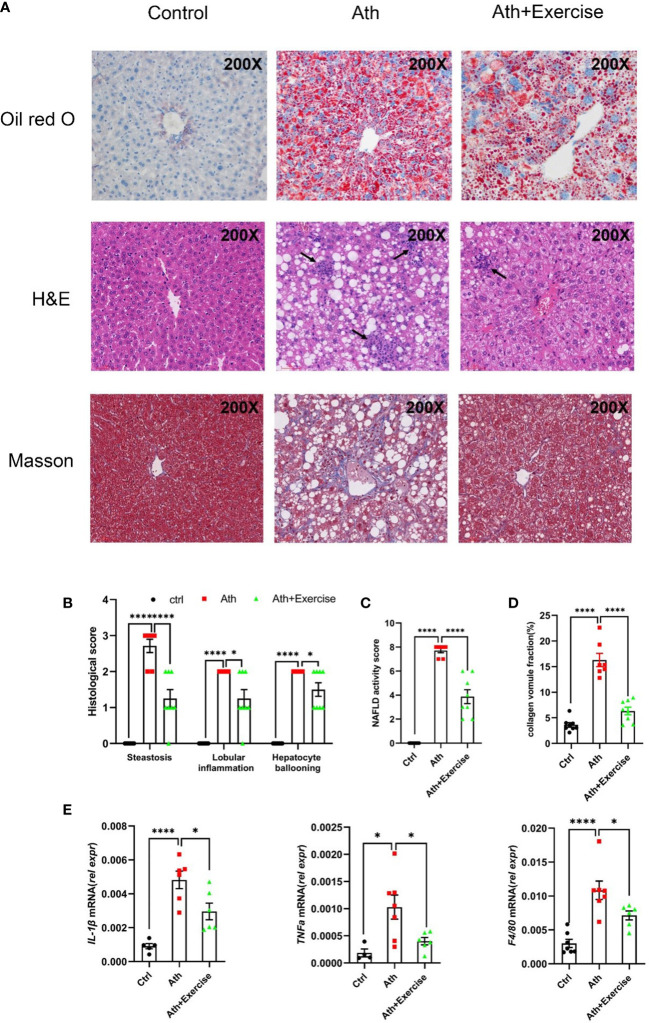
Aerobic exercise decreases hepatosteatosis, lobular inflammation and fibrosis in mouse livers. **(A)** Representative images of liver sections stained by Oil Red O, HE and Masson staining from control, NASH and NASH+Exercise mice (original magnification, ×200). **(B)** Histological scores of steatoses, lobular inflammation, and hepatocyte ballooning in H&E-stained livers. **(C)** NAFLD activity score was calculated by the histological score of steatosis, lobular inflammation, and hepatocyte ballooning. **(D)** The collagen volume fraction by Masson staining. **(E)** Relative mRNA levels of IL-1β, TNFα and F4/80 in liver tissues from control, NASH and NASH+Exercise mice. Data are depicted in mean ± SEM. *P<0.05; ****P<0.0001.

Consistent with the pathological changes shown above, the mRNA levels of inflammation-related genes (IL-1β, TNFα, F4/80) were significantly up-regulated in the liver of NASH mice and down-regulated in NASH mice after 8 weeks of exercise training (**Figure 2E**). There results suggested that 8-weeks aerobic exercise training efficiently improved the Ath-induced hepatic steatosis, lobular inflammation and inhibited fibrogenesis in mice.

### 3.2 Transcriptomic evidence for the function of aerobic exercise in ameliorating hepatic inflammation, lipid metablism and fibrosis in NASH mice

To clarify the mechanism of exercise improves injury of liver in NASH mice, we performed RNA sequencing (RNA-seq) on liver tissues of each group and identified a total of 204 DEGs, including 79 genes that were significantly up-regulated in aerobic exercised NASH mice and 125 genes that were significantly down-regulated in aerobic exercised NASH mice. 

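Liver RNA was sequenced from 3 control mice, 3 mice with NASH induced by the Ath diet (NASH) and 3 mice with NASH that were trained on the treadmill (NASH+Exercise), with a separate mRNA library for each of the 9 mice. For each gene, listed by its Entrez Gene identifier, the authors deposited an estimated read count without normalization, together with FPKM and TPM values. Gene symbols were taken from a RefSeq gene table of the assembly GRCm38.p6, which held 17728 of the identifiers. GENCODE named 13 more and 105 stayed without a symbol. The total estimated count per mouse ranged from 20085976 to 22495408, with a median of 20577507 in Control, 21513768 in NASH and 21645439 in NASH+Exercise. Between 29.0 and 32.8% of the values in a library were not whole numbers, and they were rounded to whole counts before any test. In all, 13619 genes had enough counts to be tested (edgeR's filterByExpr). Counts were normalized between libraries by the TMM method, whose factors were 0.80 to 0.976 in Control, 1.09 to 1.23 in NASH and 0.912 to 1.08 in NASH+Exercise. All 9 mice were fitted in a single model with 6 residual degrees of freedom, in which the biological coefficient of variation was 0.192. Normalized counts are given as CPM, the counts scaled to the normalized library size. Differentially expressed genes (DEGs) were those with an adjusted p under 0.05 and an absolute log2 fold change above 1. In a principal component analysis of log2 CPM, the first component held 63.5% of the variance. All 3 Control mice lay between -80.6 and -56.6 on it, the NASH+Exercise mice between 13.8 and 36.2 and the NASH mice between 43.7 and 55.9.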

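In NASH+Exercise mice, 14 genes were up-regulated and 5 were down-regulated compared with NASH mice, 19 DEGs in all, and the smallest adjusted p was 0.00719 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 2078 genes differed, and 653 genes had an absolute log2 fold change above 1. The values of the 2 groups did not overlap in any of the 19 DEGs, nor in 3283 of all genes tested (24.1%, where chance gives 10%). DESeq2 fitted to the 6 mice of this comparison raised the count of DEGs most, to 204, with 78 up-regulated and 126 down-regulated. Of these, 203 were also tested by edgeR, and all 203 changed in the same direction there. Their adjusted p had a median of 0.13 and a maximum of 0.287 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 19 were DEGs under both tools. On simulated counts in which no gene differed between the groups, edgeR made 0 calls in each of 10 runs, whereas DESeq2 made a median of 9.5 calls per run, from 3 to 15. The number of DEGs changed when single mice were left out. It was 34 without NASH+Exercise replicate 8, 5 without NASH replicate 19, 2 without NASH+Exercise replicate 22 and 1 without NASH replicate 5, and of the 19 DEGs these fits kept 17, 4, 2 and 1. Without NASH+Exercise replicate 18 or NASH replicate 20 it was 0, with 1432 and 1577 genes at an unadjusted p under 0.05. No DEG changed direction in any of these fits. Each of them had 1 mouse fewer and so less power, which alone can lower the count.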

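Among the 14 up-regulated DEGs, the largest increase was that of Mup1 (Entrez Gene 17840), with 4.35 ± 2.85 CPM (SD, n = 3) in NASH and 432 ± 305 CPM (SD, n = 3) in NASH+Exercise. Its log2 fold change was 6.62 (standard error 0.94, adjusted p = 0.0405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Mup7 (100041658) and Mup12 (100039054) followed among these DEGs, with log2 fold changes of 5.69 and 5.09. The major urinary protein genes are near-identical copies, so the division of reads among them is uncertain. All 24 Mup genes were nevertheless higher in NASH+Exercise, by 0.38 to 6.62 on the log2 scale, and together they took 2.94% ± 0.417 (SD, n = 3) of all counts in NASH, 6.74% ± 1.16 (SD, n = 3) in NASH+Exercise and 5.77% ± 1.67 (SD, n = 3) in Control. C4a (625018) rose from 15.9 ± 4.13 CPM (SD, n = 3) to 168 ± 61.7 CPM (SD, n = 3), a log2 fold change of 3.40, while its near-identical copy C4b changed by 0.21 (0.11 without NASH replicate 19 and 0.34 without NASH replicate 5). The division of reads between C4a and C4b is uncertain. Susd4 (96935) had a log2 fold change of 2.39 (standard error 0.31). Among the down-regulated genes, Fgf21 (56636) fell from 9.53 ± 2.48 CPM (SD, n = 3) to 1.77 ± 0.667 CPM (SD, n = 3), a log2 fold change of -2.42 (standard error 0.29, adjusted p = 0.0405 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgtp1 (21822) had a log2 fold change of -2.10, and its near-identical copy Tgtp2 one of -1.60, so their values are uncertain. The log2 fold changes of Ccn2 (14219) and Ccdc120 (54648) were -1.75 and -1.36. That of Ugt1a9 (394434), which shares exons with other Ugt1a genes and is uncertain for that reason, was -1.26 (standard error 0.12). Of the 29 genes drawn as higher in Figure 3B, all 29 were higher and 14 were DEGs over all genes tested, and of the 11 drawn as lower all 11 were lower and 4 were DEGs. All 29 and all 11 passed an adjusted p of 0.05 when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. DESeq2 called 27 of the 29 and all 11.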

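Dio1 (Entrez Gene 13370) encodes deiodinase type 1. Its level was 33.2 ± 8.06 CPM (SD, n = 3) in NASH, 126 ± 57.9 CPM (SD, n = 3) in NASH+Exercise and 52.9 ± 24.7 CPM (SD, n = 3) in Control. Between NASH+Exercise and NASH, the log2 fold change was 1.92 (standard error 0.43, adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the threshold on the fold change and not past that on the adjusted p. All 3 NASH+Exercise mice (64.7, 134 and 180 CPM) had higher values than all 3 NASH mice (26.5, 42.2 and 31.0 CPM). An exact permutation test gave a two-sided p = 0.1, the smallest that 3 mice against 3 allow. The alternative that moved the call was DESeq2, under which the log2 fold change was 1.98 with the 6 mice fitted (adjusted p = 8.19e-08, DESeq2's Wald test with Benjamini-Hochberg adjustment), while the alternatives within edgeR gave adjusted p-values from 0.0654 to 0.346 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

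**Figure D1:**
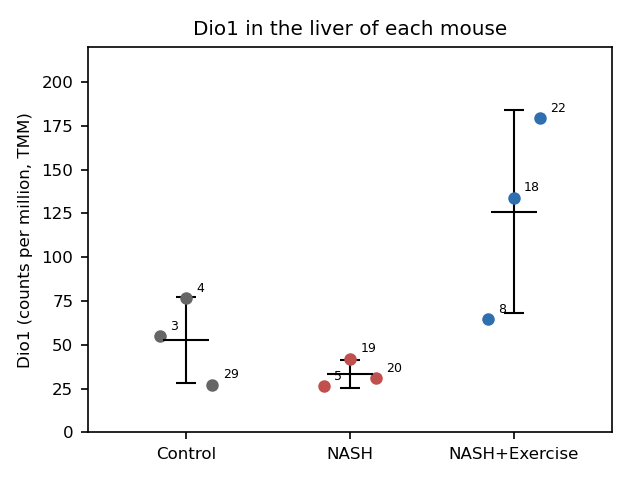
Dio1 in each of the 9 mice in CPM after TMM normalization, by group, with the replicate number beside each point; the horizontal bar is the mean and the error bar the SD (n = 3). The NASH+Exercise mice lie between 64.7 and 180 CPM, above all NASH mice, which lie between 26.5 and 42.2 CPM.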

We noted that deiodinase type 1 (Dio1), a key enzyme in thyroid hormone metabolism, was significantly upregulated in aerobic exercised NASH mice (**Figures 3A, B**). 

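Gene lists were drawn up from general knowledge before the data were examined and are not the GO or GSEA sets of the paper. Each was tested with camera at a preset correlation of 0.01 between genes, adjusted over 11 lists. Of 53 tested genes for collagens and the extracellular matrix, 49 were lower in NASH+Exercise than in NASH. The median log2 fold change of the list was -0.72 (limma's camera, Benjamini-Hochberg adjusted p = 1.51e-18), and 34 genes had an adjusted p under 0.05 when adjusted over the list alone, against 1 over all genes tested. Camera called 10 of the 11 lists in this comparison. The choice of test moved this number most. With the correlation estimated from the data, 0 lists had an adjusted p under 0.05, and with fry, a rotation test, 2 did, which were this list (fry, Benjamini-Hochberg adjusted p = 0.0203) and TGF-beta signaling. At an unadjusted p under 0.05, the estimated correlation left the same 2 lists (limma's camera with the estimated correlation, p = 0.0253 for the matrix list). Col1a1, which lies outside the rule for named genes, fell from 87.2 ± 16.3 CPM (SD, n = 3) to 36.7 ± 13.9 CPM (SD, n = 3), a log2 fold change of -1.25 (adjusted p = 0.122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 25 Reactome sets, the 5 down-regulated DEGs were over-represented in 0, also at an unadjusted p under 0.05. The 126 genes down-regulated under DESeq2 were over-represented in 7, with 13 genes of the 189 in Extracellular matrix organization where 1.77 would fall by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 5.86e-07). Collagen formation held 6 of them (adjusted p = 5.66e-05) and Assembly of collagen fibrils 6 (adjusted p = 4.55e-06, the same Fisher's exact test and adjustment). The background was the 13454 genes to which DESeq2 gave an adjusted p.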

GO analyses of the down-regulated DEGs in aerobic exercised NASH mice suggested that these 125 genes were characterized by multiple collagen fibril-related pathways, such as Extracellular matrix organization (Benjamini P=5.34E-5), ECM-receptor interaction (Benjamini P=0.035) and collagen fibril organization (Benjamini P=0.0034) (**Figure 3C**). In addition, Response to interferon-gamma (Benjamini P=2.35E-5) and Immune system process (Benjamini P=0.03) were also enriched (**Figure 3C**). 

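Among the genes that DESeq2 called down-regulated with exercise, 6 belonged to the 82 genes of the Reactome set Interferon gamma signaling, where 0.768 would fall by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000586). The broader set Interferon Signaling also held 6 (adjusted p = 0.00253, the same Fisher's exact test and adjustment). Chemokine receptors bind chemokines held 3 of 41 (adjusted p = 0.0236, the same Fisher's exact test and adjustment). The set Immune System held 12 of 759, where 7.11 would fall by chance, and did not pass the threshold (adjusted p = 0.163, the same Fisher's exact test and adjustment). None of the 5 down-regulated DEGs under edgeR lay in the set Immune System (0 of 764). By chance only 0.28 would fall there, so this absence carries little information.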

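Up-regulated DEGs outside the Mup family included Cyp7b1, Nudt7 (67528), Car3 (12350) and Orm3 (18407), which were chosen after their values were seen. Cyp7b1, an enzyme of bile acid synthesis, rose from 51.6 ± 11.3 CPM (SD, n = 3) in NASH to 216 ± 91.6 CPM (SD, n = 3) in NASH+Exercise. The log2 fold changes of the 4 genes were 2.06, 1.93, 1.94 and 1.58. Of the 14 up-regulated DEGs, 2 lay in the Reactome set Metabolism of lipids and lipoproteins, where 0.453 would fall by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.614). With the 78 genes up-regulated under DESeq2, 6 of 439 lay in this set, where 2.55 would fall by chance (adjusted p = 0.522, the same Fisher's exact test and adjustment). Biological oxidations was the only set past the threshold for these 78, with 6 of 147 genes (adjusted p = 0.00517, the same Fisher's exact test and adjustment). For the 14 DEGs, no set passed it, and 2 of the sets had an unadjusted p under 0.05.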

GO analyses of the up-regulated DEGs in aerobic exercised NASH mice suggested that these 79 genes were characterized by multiple lipid metabolic-related pathways, such as positive regulation of lipid metabolic process (Benjamini P=7.40E-11), negative regulation of lipid biosynthetic process (Benjamini P=3.75E-12) and negative regulation of lipid storage (Benjamini P=7.33E-10) (**Figure 3E**). In addition, locomotor rhythm (Benjamini P=5.35E-9), mitochondrion morphogenesis (Benjamini P=3.36E-8) and Aerobic respiration (Benjamini P=2.73E-6) were also enriched (**Figure 3E**).

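Neither the 14 genes up-regulated under edgeR nor the 78 under DESeq2 included a member of the Reactome sets Circadian Clock (0 of 25 genes), Respiratory electron transport (0 of 65) or Mitochondrial Fatty Acid Beta-Oxidation (0 of 15). By chance, 0.145, 0.377 and 0.087 of the 78 genes would fall in these sets, so their absence carries little information. In a list of 19 clock genes, 15 were higher in NASH+Exercise, and DESeq2 called 1.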

**Figure 3:**
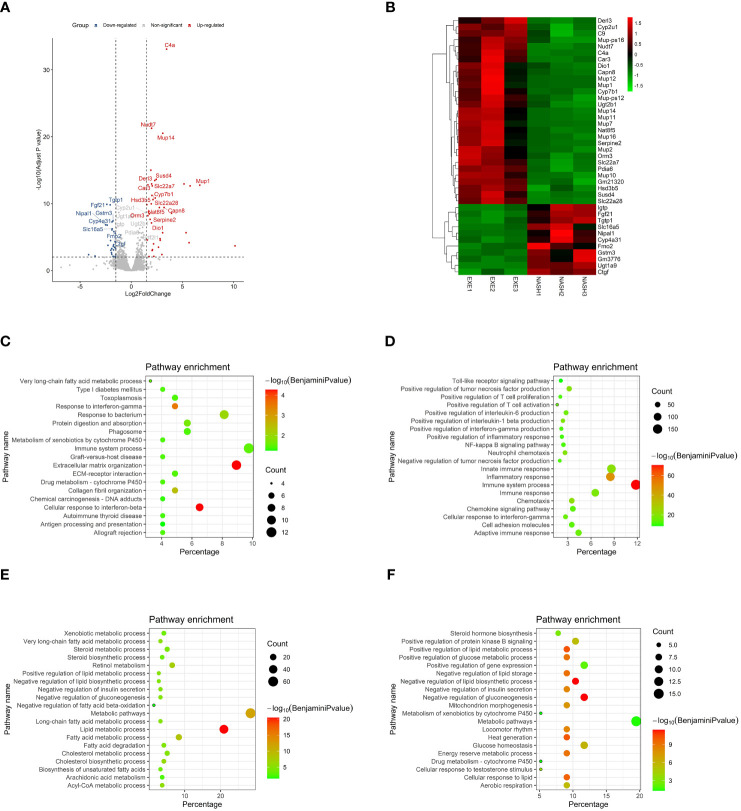
Transcriptomic analyses suggested that aerobic exercise ameliorated hepatic inflammation, lipid abnormity and fibrosis in NASH mice. **(A)** Volcano map of differentially expressed genes in the transcriptomic analyses. **(B)** Heatmap in the transcriptomic analyses comparing NASH mice with NASH+Exercise mice. **(C)** GO enrichment analyses of those crucial down regulated genes in NASH+Exercise mice compared with NASH mice. The significance of enrichment was expressed by the log10 value of Benjamini adjusted P value together with the color transition from white to red. The gene number was for the number of enriched genes in certain functional pathway, while the percentage was for the proportion of enriched genes among total genes in certain functional pathway. **(D)** GO enrichment analyses of those crucial up regulated genes in NASH mice compared with controls. **(E)** GO enrichment analyses of those crucial down regulated genes in NASH mice compared with controls. **(F)** GO enrichment analyses of those crucial up regulated genes in NASH+Exercise mice compared with NASH mice.

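Compared with Control, 2082 genes were up-regulated and 412 were down-regulated in NASH, 2494 DEGs in all, and 2476 of them had groups that did not overlap. Of all genes tested, 49.6% had such groups, where chance gives 10%. The thresholds moved this count most. It was 4846 with an adjusted p under 0.05 alone and 1309 in a test against a log2 fold change of 1 (edgeR's glmTreat). Scaling by library size alone raised it to 3010, with 2791 up-regulated, and shifted the median log2 fold change of all genes to 0.36. With each mouse left out in turn, the count stayed between 2152 and 2580. Gpnmb (93695) had the largest increase, with a log2 fold change of 8.40 (standard error 0.77, adjusted p = 4.9e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp12 and Acod1 (16365) had log2 fold changes of 7.48 and 6.56. Ngp (18054) and Clec4e had at most 3 counts in every Control mouse, and were at least 48.5-fold and at least 31.6-fold higher in NASH. These bounds cover counting error only. The up-regulated genes were over-represented in 11 of the Reactome sets. Immune System held 257 of its 764 tested genes, where 117 would fall by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.58e-37). Innate Immune System held 136 of 460 (adjusted p = 8.53e-15) and Adaptive Immune System 119 of 370 (adjusted p = 8.49e-16, the same Fisher's exact test and adjustment).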

GO analyses of those up-regulated genes in NASH mice suggested that those genes were characterized by multiple immunity-related pathways (**Figure 3D**), suggesting that advanced inflammatory response in the liver of NASH mice. 

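Among the 412 genes down-regulated in NASH, Mup1 had the largest decrease, with a log2 fold change of -7.98, and Mup12, Mup17 (100039206) and Mup7 had -6.85, -6.05 and -5.99, all uncertain because these copies share reads. Cyp8b1, the sterol 12-alpha-hydroxylase of bile acid synthesis, fell from 978 ± 486 CPM (SD, n = 3) in Control to 4.07 ± 2.20 CPM (SD, n = 3) in NASH. Its log2 fold change was -7.90 (standard error 0.68, adjusted p = 3.52e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Down-regulated genes were over-represented in 6 of the Reactome sets. Metabolism of lipids and lipoproteins held 65 of them among its 441 tested genes, where 13.3 would fall by chance (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 9.75e-26). Fatty acid, triacylglycerol, and ketone body metabolism held 19 of 84 (adjusted p = 4.08e-11), Cholesterol biosynthesis 9 of 23 (adjusted p = 6.82e-08) and Bile acid and bile salt metabolism 9 of 35 (adjusted p = 3.41e-06, the same Fisher's exact test and adjustment). With library size alone as the scaling, 219 genes were down-regulated. The NASH mice ate the Ath diet, which held cholesterol and cholate by the paper's methods, and Control mice ate chow. A direct effect of the diet on these genes and an effect of the disease cannot be told apart here.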

GO analyses of those down-regulated genes in NASH mice suggested that those genes were characterized by multiple lipid-related pathways (**Figure 3F**), suggesting that lipid abnormity in the liver of NASH mice. 

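Of the 19 DEGs between NASH+Exercise and NASH, 16 (84.2%, 95% Wilson interval 62.4 to 94.5) changed in the direction opposite to their change in NASH, and Orm3, Fgf21 and Ugt1a9 changed in the same direction. The 16 include C4a and Cyp2u1, which hardly changed in NASH, with log2 fold changes of -0.008 and -0.24 against Control and groups that overlapped (adjusted p = 0.991 and 0.323 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both comparisons use the same NASH mice, which alone produces opposite changes. In 50 simulations without any effect of exercise, genes with an absolute log2 fold change above 1 were ranked by p. The first 19 had a median of 73.7% opposite changes, and 11 of the 50 simulations reached the observed share. Of the genes called by DESeq2 and tested here, 173 of 203 (85.2%) changed in the opposite direction, against a simulated median of 66.8% that at most reached 76.5%. At an unadjusted p under 0.05, the share was 1758 of 2078 genes (84.6%), against a simulated median of 65.9% and a maximum of 69.4%. The simulations drew each gene independently, so they do not cover a difference between mice that many genes share. The share among the DEGs also changed when single mice were left out, though most of these fits called few genes. It was 76.5% without NASH+Exercise replicate 8, 60% of 5 DEGs without NASH replicate 19, 50% of 2 without NASH+Exercise replicate 22 and 0% of 1 without NASH replicate 5.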

The outcomes above suggested that aerobic exercise ameliorated hepatic fibrosis, inflammation response and lipid metabolic abnormity in NASH mice.

The results of GSEA showed that multiple inflammation-related pathways were significantly enriched in the liver of NASH mice, such as Inflammatory response (NES=1.83, FDR q<0.001), Interferon alpha response (NES=1.72, FDR q<0.001), Interferon gamma response (NES=1.80, FDR q<0.001), TNFα signaling *via* NFκB (NES=1.64, FDR q<0.001) and IL6-JAK-STAT3 (NES=1.79, FDR q<0.001) (**Figure 4A**). 

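The same kind of list test was applied to NASH against Control. Of 74 tested genes of the inflammatory response, 69 were higher in NASH, with a median log2 fold change of 2.43 (limma's camera, Benjamini-Hochberg adjusted p = 1.17e-21). The medians were 1.20 for 58 genes of the interferon alpha response (adjusted p = 5.51e-14), 1.97 for 62 genes of the interferon gamma response (adjusted p = 1.18e-20), 1.38 for 88 genes of TNF signaling via NFkB (adjusted p = 2.26e-13) and 1.10 for 72 genes of IL6-JAK-STAT3 signaling (adjusted p = 3.05e-14, the same limma camera test and adjustment). In the order of these lists, 62, 46, 55, 61 and 48 genes had an adjusted p under 0.05 over all genes tested, and 63, 48, 58, 65 and 52 when adjusted over the list alone. All 5 calls held under fry. With the estimated correlation, the inflammatory response, TNF and IL6 lists kept an adjusted p of 0.0394, while both interferon lists rose to 0.0795 (limma's camera with the estimated correlation, Benjamini-Hochberg adjustment). The mean log2 CPM of the inflammatory response genes, relative to the NASH mean, was -2.22 ± 0.299 (SD, n = 3) in Control and 0 ± 0.044 (SD, n = 3) in NASH. Some of these genes had at most 3 counts in every Control mouse, and the medians did not change when such genes were set at the lower bound of their fold change.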

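In NASH+Exercise against NASH, the same lists of inflammatory genes had lower medians. The inflammatory response list had a median log2 fold change of -0.38 with 65 genes lower (limma's camera, Benjamini-Hochberg adjusted p = 3.66e-06), and the interferon alpha response list one of -0.33 with 47 lower (adjusted p = 0.000155, the same limma camera test and adjustment). For the interferon gamma response it was -0.61 with 56 lower (adjusted p = 4.04e-13), for TNF signaling via NFkB -0.24 with 67 lower (adjusted p = 0.00104) and for IL6-JAK-STAT3 signaling -0.21 with 54 lower (adjusted p = 0.00493, the same limma camera test and adjustment). In each list all 3 NASH+Exercise mice had a lower mean than all 3 NASH mice (exact permutation test, two-sided p = 0.1). The mean log2 CPM of the interferon gamma list, relative to NASH, was -0.65 ± 0.191 (SD, n = 3) in NASH+Exercise, against a spread of 0.163 (SD, n = 3) among the NASH mice and a mean of -2.07 in Control. Under fry, 4 of these lists had an adjusted p of 0.0678 and the interferon alpha list one of 0.102 (fry, Benjamini-Hochberg adjustment), so none of the 5 held. Adjusted over the list alone, 21 genes of the interferon gamma list, 7 of the TNF list, 3 of the IL6 list and 0 of the other two had an adjusted p under 0.05, against 1, 0, 0 and 0 over all genes tested. At an unadjusted p under 0.05, the 5 lists held 21, 18, 35, 19 and 18 genes, in the order in which their medians are given.

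**Figure D2:**
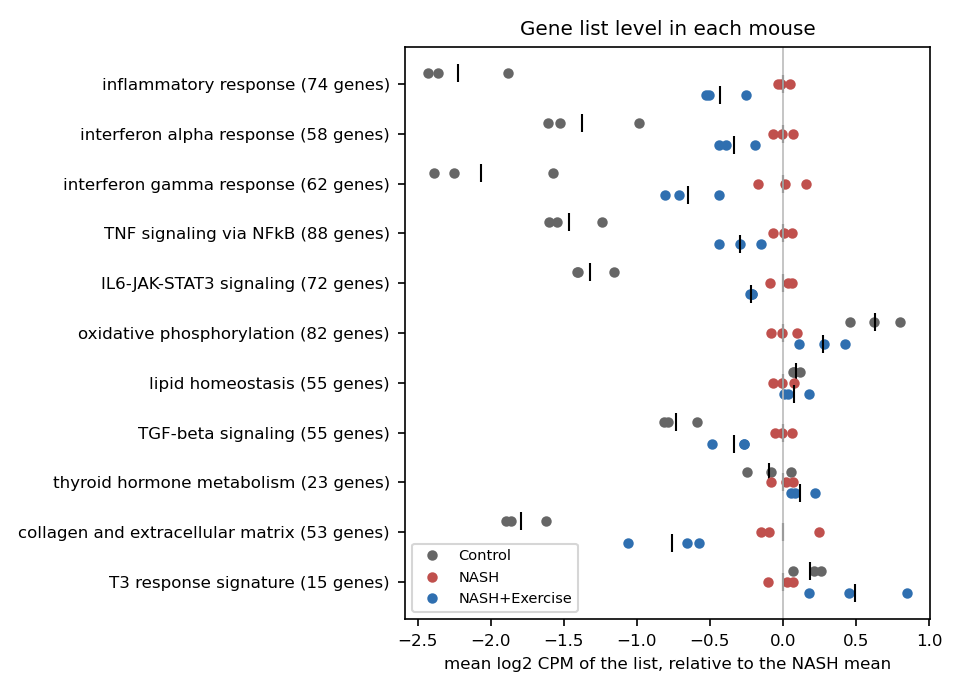
Mean log2 CPM of the tested genes of each of the 11 gene lists in each mouse, relative to the mean of the NASH mice; points are mice, black bars are means (n = 3). The NASH+Exercise mice lie below the NASH mice in 7 lists and above them in 2, and they overlap in 2.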

The enrichment of these inflammation-related pathways was significantly improved in liver tissue from aerobic exercised NASH mice, for example inflammatory responses (NES=-2.00, FDR q<0.001), interferon alpha response (NES=-2.06, FDR q<0.001), interferon gamma response (NES=-2. 29, FDR q<0.001), TNFα signaling *via* NFκB (NES=-1.63, FDR q=0.005) and IL6-JAK-STAT3 (NES=-1.71, FDR q<0.005) (**Figure 4B**). 

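For 82 genes of the oxidative phosphorylation complexes, all 82 were lower in NASH than in Control, with a median log2 fold change of -0.62 (limma's camera, Benjamini-Hochberg adjusted p = 1.17e-21). Of these, 73 had an adjusted p under 0.05 over all genes tested and 79 when adjusted over the list alone. With exercise 81 of the 82 were higher than in NASH, with a median of 0.28 (adjusted p = 4.14e-20, the same limma camera test and adjustment). No single gene passed in this comparison, either when adjusted over the list alone (0) or over all genes tested (0), and 18 had an unadjusted p under 0.05. Relative to the NASH mean, the mean log2 CPM of the list was 0.63 ± 0.170 (SD, n = 3) in Control and 0.27 ± 0.16 (SD, n = 3) in NASH+Exercise, with the lowest NASH+Exercise mouse at 0.11 and the highest NASH mouse at 0.10. The estimated correlation between these genes was 0.564, the highest of the 11 lists. With it, the adjusted p was 0.141 in NASH against Control and 0.218 with exercise (limma's camera with the estimated correlation, Benjamini-Hochberg adjustment). Under fry the values were 0.00184 and 0.0778 (fry, Benjamini-Hochberg adjusted p), so the call held in NASH against Control and not with exercise.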

We also found that the Oxidative phosphorylation signaling pathway was remarkably negatively enriched in the liver tissue of NASH mice (NES=-2.62, FDR q<0.001), and oxidative phosphorylation signaling pathway was significantly enriched in aerobic exercised NASH mice (NES=2.31, FDR q<0.001) (**Figure 4C**). In addition, Lipid homeostasis pathway was also enriched in aerobic exercised NASH mice (NES=1.52, FDR q=0.20) (**Figure 4D**). Moreover, TGF_BETA_SIGNALING was significantly downregulated in aerobic exercised NASH mice (NES=-1.65, FDR q<0.02) (**Figure 4E**). Therefore, the above data suggested that there was advanced inflammatory response in the liver of NASH mice, and aerobic exercise can improve inflammation and fibrosis in NASH mice. 

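A list of 55 tested genes of lipid homeostasis had a median log2 fold change of 0.055 between NASH+Exercise and NASH, with 36 genes higher, and did not pass the threshold (limma's camera, Benjamini-Hochberg adjusted p = 0.06). In a preranked GSEA of the same list, the NES was 1.30 (fgsea with permutation of genes, Benjamini-Hochberg adjusted p = 0.0837). The mean of the list overlapped between the groups (exact permutation test, two-sided p = 0.4). Without NASH+Exercise replicate 8 or 18, or without NASH replicate 20, the list passed the camera threshold, with medians of 0.12, 0.11 and 0.080. Without NASH replicate 5 the median was 0.088. Scaled by library size alone the median was -0.14, a setting under which the median of all genes was -0.24. In that setting the list also passed (limma's camera, Benjamini-Hochberg adjusted p = 0.0282). No gene of the list passed an adjusted p of 0.05, either adjusted over the list alone (0) or over all genes tested (0), and 9 had an unadjusted p under 0.05.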

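Of 55 tested genes of TGF-beta signaling, 42 were lower in NASH+Exercise than in NASH, with a median log2 fold change of -0.16 (limma's camera, Benjamini-Hochberg adjusted p = 0.000742). Its call held under fry. With the estimated correlation its unadjusted p was 0.0466 and its adjusted p 0.218 (limma's camera with the estimated correlation, Benjamini-Hochberg adjustment). Adjusted over the list alone, 9 genes had an adjusted p under 0.05, against 1 over all genes tested, which was Ccn2. Ccn2 fell from 11.3 ± 0.662 CPM (SD, n = 3) to 3.35 ± 1.46 CPM (SD, n = 3). The list mean relative to NASH was -0.34 ± 0.126 (SD, n = 3) in NASH+Exercise and -0.73 ± 0.125 (SD, n = 3) in Control, with 0.060 as the SD among the NASH mice.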

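Across the 11 lists, the mean of the list was lower in all NASH+Exercise mice than in all NASH mice in 7, higher in 2 and overlapping in 2. Other splits of the same 6 mice into 3 and 3 gave camera calls for 1 to 7 lists with a median of 3, and fry calls for 0 lists. Those splits mix the groups and keep part of their difference, so they do not show how often camera calls lists without a difference. From its enrichment results in NASH and with exercise, the paper proposes that inflammation is advanced in the liver of NASH mice and that aerobic exercise can improve inflammation and fibrosis.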

Notably, we found that Thyroid hormone metabolic process pathway was significantly enriched in the liver of aerobic exercised NASH mice (**Figure 4F**), suggesting that aerobic exercise can enhance thyroid hormone signaling in the liver of NASH mice.

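In a list of 23 tested genes of thyroid hormone metabolism, 14 were higher in NASH+Exercise than in NASH, with a median log2 fold change of 0.13 (limma's camera, Benjamini-Hochberg adjusted p = 0.0418). In the preranked GSEA its NES was 1.53 (fgsea with permutation of genes, Benjamini-Hochberg adjusted p = 0.0398). The call did not hold under fry (fry, Benjamini-Hochberg adjusted p = 0.329) or with the estimated correlation (adjusted p = 0.291, limma's camera with Benjamini-Hochberg adjustment). Without NASH+Exercise replicate 22 or NASH replicate 5, the list no longer passed the camera threshold, with medians of 0.074 and 0.053, and it passed with medians of 0.075, 0.071 and 0.053 without NASH+Exercise replicate 8, NASH+Exercise replicate 18 and NASH replicate 19. With library size alone, the median was -0.068. The list mean overlapped between the groups (exact permutation test, two-sided p = 0.2). Adjusted over the list alone, 2 genes had an adjusted p under 0.05, against 0 over all genes tested and 6 at an unadjusted p under 0.05, and DESeq2 called 2. The largest log2 fold change in the list was that of Dio1. The receptor genes Thra and Thrb, also outside the rule for named genes, had log2 fold changes of -0.53 and -0.057 (adjusted p = 0.2 and 0.942 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).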

**Figure 4:**
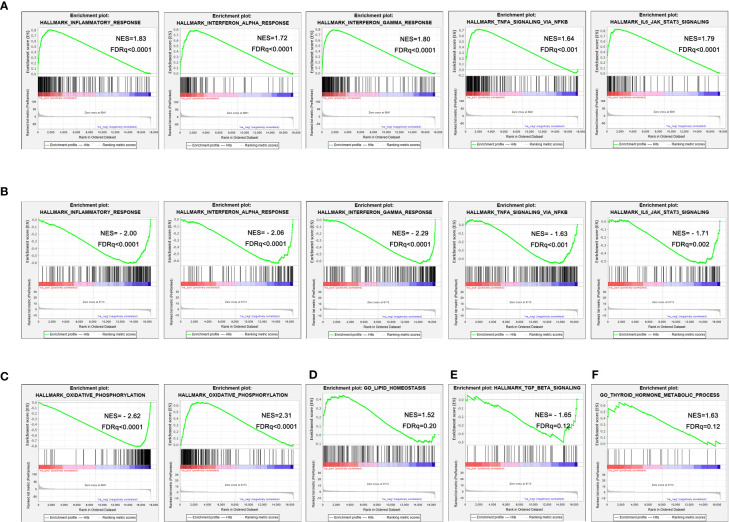
Aerobic exercised NASH mice display improved hepatic inflammation by RNA-seq. **(A)** Representative enrichment plots of important pathways enriched in the liver of NASH mice. **(B)** Representative enrichment plots of important pathways enriched in the liver of NASH+exercise mice. **(C)** Enrichment plots of oxidative phosphorylation signaling pathway enriched in the liver of NASH mice (left) and NASH+exercise mice (right). **(D)** Enrichment plots of lipid homeostasis signaling pathway enriched in the liver of NASH+exercise mice. **(E)** Enrichment plots of fibrosis-related pathway enriched in the liver of NASH+exercise mice. **(F)** Enrichment plots of thyroid hormone metabolic process signaling pathway enriched in the liver of NASH+exercise mice.

### 3.3 Aerobic exercise increased hepatic thyroid hormone signaling in NASH mice

To further explore the role of thyroid hormone signaling pathway in the improvement of hepatic injuries in NASH mice by aerobic exercise, we constructed a T3 response signature to assess the T3 response in the liver of NASH mice. According to pre-defined inclusion criteria in methods, we included a total of 9 mouse liver transcriptome datasets (**Table 1**). These 9 datasets contained a total of 32 T3-treated mice and 32 T3-untreated control mice. We first analyzed individual datasets for differences in gene expression between groups, and then integrated the results of each dataset by RRA analysis, which identified a total of 184 signature genes involved in the T3 response. Of these, 107 genes were significantly up-regulated in the livers of mice treated with T3, notably Dio1 ranked first among the up-regulated genes (**Figure 5A**). 

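The files list 20 of the 21 genes of the T3 response signature, all but Sult2a1, and 15 had enough counts to be tested. A1bg, Pnpla5, Adcy10, Sult1e1 and Greb1 had too few. Of the 15, 8 were higher and 7 lower in NASH+Exercise than in NASH. All 3 NASH+Exercise mice lay above all 3 NASH mice in 7 genes, and the groups overlapped in the other 8. Thrsp (21835) had a log2 fold change of 2.78 (standard error 0.80, adjusted p = 0.177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and NASH+Exercise replicate 22 had 199 CPM of it where the other NASH+Exercise mice had 27.3 and 20.6 CPM. Without that mouse, its log2 fold change was 1.00. Ces4a (234677) and Slc22a7 (108114) had log2 fold changes of 2.02 and 2.01, with adjusted p-values of 0.107 and 0.108 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc22a7 rose from 6.21 ± 1.58 CPM (SD, n = 3) to 25.1 ± 5.66 CPM (SD, n = 3). Those of Tlcd2 (380712) and Bcl3 (12051) were 1.06 and 0.98. The lowest was that of Slc25a30, at -0.89, with groups that overlapped. Over all genes tested, 0 of the 15 passed an adjusted p of 0.05, with 6 at an unadjusted p under 0.05, and 6 passed when adjusted over the list alone. DESeq2 called 5.

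**Figure D3:**
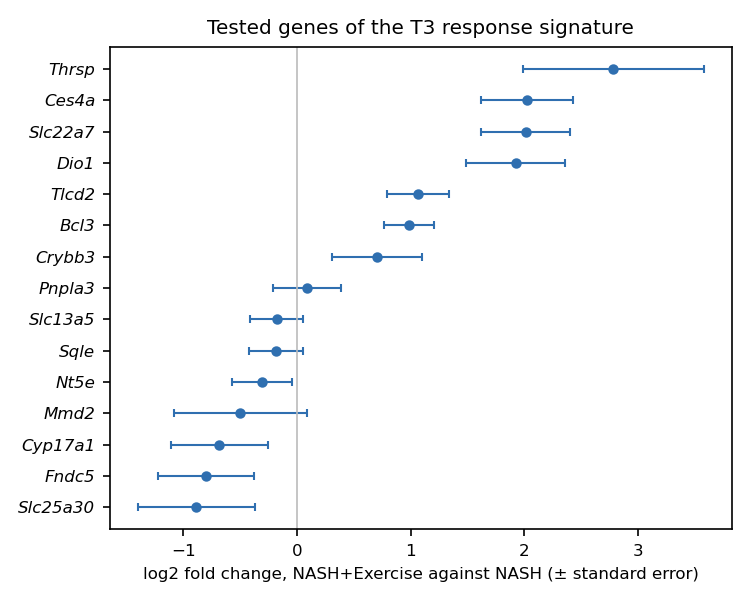
Log2 fold change between NASH+Exercise and NASH of the 15 tested genes of the T3 response signature. Error bars are the standard error derived from the quasi-likelihood F statistic. Values run from -0.89 (Slc25a30) to 2.78 (Thrsp), with 8 genes above 0 and 7 below.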

We constructed the T3 response signature based on genes which were significantly upregulated in T3-treated mice, including Dio1, Cyp17a1, Slc22a7, Crybb3, Tlcd2, Thrsp, Slc25a30, Mmd2, Sqle, Nt5e, Bcl3, Pnpla3, A1bg, Pnpla5, Fndc5, Ces4a, Adcy10, Sult2a1, Sult1e1, Greb1, Slc13a5.

**Table 1:** Characteristics of mice liver transcriptome datasets in this study.

GSE ID	Samples	Tissues	Methods
**GSE154156**	6 T3 vs 5 Con	Liver	RNA-seq
**GSE159648**	3 T3 vs 3 Con	Liver	RNA-seq
**GSE128535**	4 T3 vs 4 Con	Liver	RNA-seq
**GSE93864**	3 T3 vs 3 Con	Liver	Array
**GSE68803**	3 T3 vs 3 Con	Liver	Array
**GSE65947**	3 T3 vs 3 Con	Liver	Array
**GSE58062**	4 T3 vs 4 Con	Liver	Array
**GSE32444**	3 T3 vs 4 Con	Liver	Array
**GSE52433**	3 T3 vs 3 Con	Liver	Array

RNA-seq, RNA sequencing.

**Figure 5:**
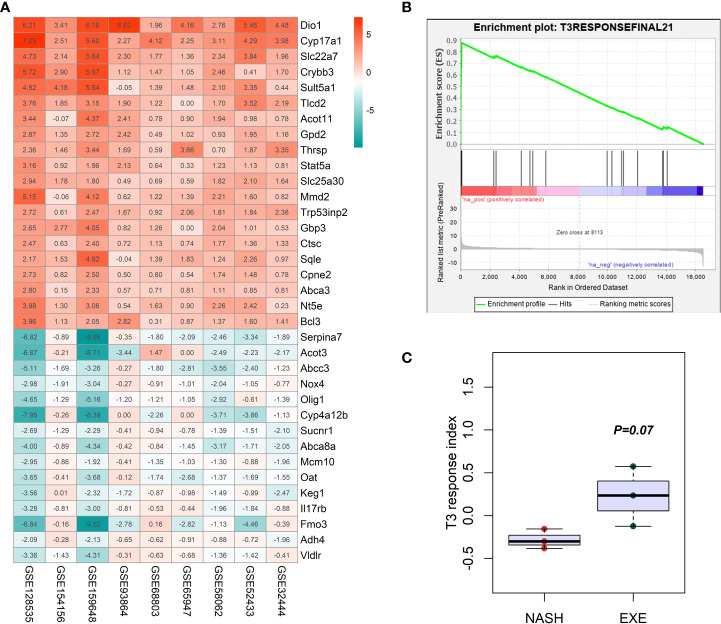
Construction and verification of T3 response signature. **(A)** Heatmap in the RRA analyses of 9 mice liver transcriptome datasets comparing T3 treated mice with non-treated mice. The number was for the log2 value of fold change. Red color indicated the up-regulation of gene expression in the T3 treated mice liver tissues, while green color indicated the down-regulation of gene expression in the T3 treated mice liver tissues. **(B)** GSEA enrichment plot showing the significantly increased enrichment of T3 response signature in the NASH mice liver with aerobic exercise. **(C)** Comparison of the difference in the GSVA enrichment score of T3 response signature between NASH group and NASH+exercise group.

We demonstrated that T3 response signature was significantly enriched in the livers of NASH mice after aerobic exercise by GSEA (NES=1.65, FDR q=0.12), and the results of GSVA showed a higher enrichment score of T3 response signature in the liver of NASH mice after aerobic exercise than NASH mice without exercise (P=0.07) (**Figures 5B, C**). 

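The NES of the T3 response signature between NASH+Exercise and NASH was 2.09, with genes ranked by the signed root of the quasi-likelihood F statistic (fgsea with 10000 permutations of genes, p = 0.000849, Benjamini-Hochberg adjusted p = 0.00133 over 11 lists). It was 1.94 without Dio1 and between 1.96 and 2.29 with each mouse left out in turn. In the camera test, the adjusted p of the signature was 0.00493, against 0.0678 under fry and 0.218 with the estimated correlation (all with Benjamini-Hochberg adjustment), so the call did not hold in either. The median log2 fold change was 0.087, with genes that moved in both directions, and it was -0.047 without Dio1, -0.10 without NASH+Exercise replicate 22 and -0.12 with library size alone. Without NASH+Exercise replicate 8 it was 0.21, without NASH+Exercise replicate 18 0.15, without NASH replicate 5 0.030 and without NASH replicate 20 0.21. GSVA scores of the signature were -0.24 ± 0.090 (SD, n = 3) in NASH and 0.26 ± 0.246 (SD, n = 3) in NASH+Exercise, a difference of 0.50. All 3 NASH+Exercise mice (0.037, 0.22 and 0.52) scored above all 3 NASH mice (-0.32, -0.26 and -0.14), with an exact permutation p = 0.1, two-sided. The choice of samples moved this difference most, since it was 0.24 with scores computed over the 6 mice alone (exact permutation test, two-sided p = 0.4).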

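Control mice had a GSVA score of -0.012 ± 0.123 (SD, n = 3) for the T3 response signature, with a difference of -0.23 between NASH and Control and of 0.27 between NASH+Exercise and Control. Exact permutation tests of these differences gave two-sided p-values of 0.1 and 0.2. In NASH against Control, the NES of the signature was -0.97 (fgsea with permutation of genes, Benjamini-Hochberg adjusted p = 0.572).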

The above results suggested that aerobic exercise could enhance the T3 response in the liver of NASH mice.

### 3.4 Aerobic exercise increased serum FT3 and FT4 levels and hepatic Dio1 expression

In light of the above analysis indicating the involvement of thyroid hormone metabolism mediating the beneficial effect of aerobic exercise on NASH, we further confirm the circulating FT3/FT4 levels in C57BL/6 mice taking treadmill exercise for 30 min. Serum was collected from mice at 0 min and 30 min post-exercise, and the changes of FT3 and FT4 in serum were determined. We noted that there was a significant up-regulation at 0 min post-exercise, followed by a gradual recover to normal levels in 30 min (**Figures 6A, B**). Furthermore, based on the results of the previous RNA-seq analysis, we found that Dio1 expression levels were significantly higher in NASH mice with aerobic exercise training. 

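With each mouse left out in turn, the log2 fold change of Dio1 between NASH+Exercise and NASH ranged from 1.58 to 2.24. Without TMM normalization it was 1.67. The NASH+Exercise mice differed from Control by a log2 fold change of 1.25 (adjusted p = 0.0584 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with values that overlapped (exact permutation test, two-sided p = 0.2). Between NASH and Control it was -0.67, with values that also overlapped, and it was -0.32 without Control replicate 4 and -1.03 without Control replicate 29.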

Considering Dio1 as one of the most key gene in the T3 response signature, we validate hepatic Dio1 expression in the animal models. We examined the mRNA levels of Dio1 in the livers of mice by qPCR and found that Dio1 was increased in the liver of NASH mice after aerobic exercise compared to control mice or NASH mice (**Figure 6C**). We further demonstrated that the positive area of Dio1 positive staining was higher of NASH mice with aerobic exercise by immunohistochemical analysis of paraffin sections of liver tissues (**Figure 6D**). The above results were consistent with the trend of Dio1 expression in the results of RNA-seq. In conclusion, exercise training significantly increased the expression level of Dio1 in the liver of NASH mice after aerobic exercise.

**Figure 6:**
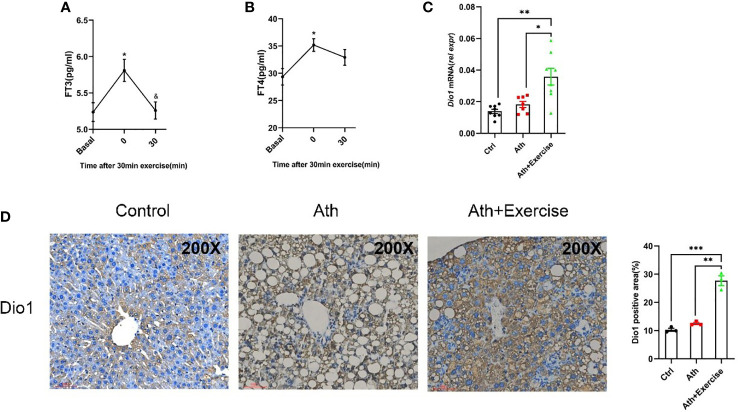
Aerobic exercise increased Dio1 levels in the liver of NASH mice and increased FT3 and FT4 levels in serum. **(A)** The effect of an exercise training on FT3 in mice serum. **(B)** The effect of an exercise training on FT4 in mice serum. **(C)** Aerobic exercise increases the expression of Dio1 in the liver of NASH+exercise mice as verified by q-PCR. **(D)** Immunohistochemistry straining of Dio1 in liver tissues from control, NASH and NASH+Exercise mice (original magnification, ×200). Data are depicted in mean ± SEM. *P<0.05; **P<0.01; ***P<0.001.

The results suggested that the transient increase of circulating thyroid hormone following exercise may activate the expression of Dio1 in the liver, which may further increase intrahepatic T3 content to form a positive feedback loop.

## 4 Discussion

NAFLD is a hepatic manifestation of the metabolic syndrome. Both obesity and type 2 diabetes rates have continued to increasing prevalence of NAFLD (25). However, there is a subtype of NAFLD, defined as lean NAFLD, which occurs in lean population without obesity with different histological features from those of obese NAFLD (26). A clinical study observed that patients with lean NAFLD had a significantly higher visceral adiposity index than obese NAFLD (27). In this study, we focus on an atherogenic diet containing cholesterol and bile acids. This has been reported to be a more plausible model diet for NASH that significantly induces hepatic steatosis, inflammation and fibrosis (17). In our animal models, Ath diet did not induce weight gain in NASH mice, but caused typical liver pathological changes, including increased liver Oil-Red O staining showing lipid accumulation, and HE and Masson staining showing inflammatory cell infiltration and collagen fibril accumulation. This is consistent with the previous study.

Previous studies have reported that exercise training may improve liver injury in NASH patients, the underlying molecular mechanisms are not fully understood and need to be further investigated (28–30). A study found that the lifestyle intervention group with prominent improvements in liver steatosis, lobular inflammation and hepatocyte ballooning in patients (28). Another study demonstrated that exercise significantly reduced serum ALT levels in NAFLD patients, while improving hepatic steatosis and insulin sensitivity (29). Another randomized trial showed that moderate exercise training distinctively improved hepatic steatosis, lobular inflammation and hepatocyte ballooning by biopsy to detect histopathological changes in the liver (30). A retrospective study demonstrated that moderate to high-intensity exercise improved hepatic steatosis by downregulating the lipid synthesis-related gene Srebp1c and increasing the fatty acid β-oxidation gene CPT1a in peripheral blood mononuclear cells (PBMCs) (31). Moreover, in an animal model of high-fat diet-induced NASH, treadmill exercise significantly reduced hepatic lipid accumulation, reversed liver injury, and inhibited intrahepatic inflammatory responses in mice (32, 33). Therefore, these clinical and animal studies shown above have supported that exercise training is an effective therapeutic strategy for improving NAFLD. Potential molecular mechanisms may be involved including increased hepatic insulin sensitivity, reduced fatty acid synthesis, enhanced fatty acid β-oxidation, reduced hepatocyte apoptosis biomarkers, activation of autophagy and inhibition of excessive production of reactive oxygen species and inflammation-induced oxidative stress (34, 35). In our study, we demonstrated that aerobic exercise significantly reduced the enrichment of inflammatory pathways and fibrotic pathways in NASH mice, and oxidative phosphorylation pathway was significantly enriched in the liver of aerobic exercised NASH mice, which indicated that exercise increased the level of oxidative phosphorylation in the liver.

In this study, an 8-week treadmill training significantly alleviated steatosis, lobular inflammation and improved hepatic injuries in mice. We found that Dio1 was significantly upregulated in the livers of mice in the exercise training group by RNA-seq analysis, which was further confirmed by immunohistochemistry staining and qPCR quantitative analysis. When the body is in motion, muscle contraction affects thyroid function (36). Liver is known to be one of the key target organs for THs, and TH signaling is effective in regulating liver-related disorders, including reducing liver fat accumulation, improving insulin resistance and repairing liver injury (37). T3 levels in the systemic circulation and local tissues are determined by three iodothyronine deiodinases, including DIO1, DIO2 and DIO3. DIO1 and DIO2 convert T4 to biologically active T3, while DIO3 inactivates T4 (38–40). Fortunato RS et al. found a significant increase of T3 levels in rats immediately after 20 min of treadmill exercise, followed by a gradual decrease and a concomitant decrease in Dio1 enzyme activity in the liver (41). Recently, another study found that the expression level of Dio1 increases in the early stages of NASH and regulates hepatic triglyceride levels in the liver (42). However, the role and mechanism of Dio1 in exercise amelioration of NASH is still unclear.

To clarify the effect of exercise on intrahepatic T3 response, we constructed a T3 response signature and found that the T3 response signature was remarkably enriched in the livers of NASH mice after exercise by GSEA and GSVA. The above results highlighted that exercise can significantly enhance the intrahepatic T3 response. There is growing evidence showing that hypothyroidism is associated with an increased risk of NAFLD (43). A multicentre study that included 20 male patients revealed that patients treated with low doses of levothyroxine showed a 12% reduction in intrahepatic lipid content from baseline and a small reduction in visceral adipose tissue volume and subcutaneous adipose tissue volume (44). It is important to note that recent clinical trials have shown that the use of agonists such as Resmetirom (MGL-3196) targeting THRβ can significantly reduce liver fat content (45). In animal model studies, T3 restored liver mitochondrial biogenesis and autophagy levels in NASH mice thereby increasing fatty acid β oxidation and also reducing liver inflammation and fibrosis (16). Since T3 increases the expression level of DIO1 in the liver (46), in order to explore the reason for the increased level of Dio1 in the liver of mice after exercise, animal studies were performed to measure serum FT3/FT4 levels. The results showed that serum FT3/FT4 increased immediately after exercise training. It has also been previously reported in the study that serum levels of T3, T4 and T3/rT3 were increased in rats after treadmill running training (41, 47). Collectively, these findings support the notion that serum thyroid hormone levels can be modulated by exercise.

Dio1 expression and activity are influenced by hormonal and secondary messengers, nutritional and developmental factors and species differences, with THs being the most important impact factor (48). M Menjo et al. demonstrated that T3 can act directly on rat hepatocytes to increase the mRNA expression level of Dio1 (49). In another *in vitro* study, T3 increased the mRNA level of Dio1 by 76 ± 17% and the activity of Dio1 by 101 ± 30% in rat hepatoma cells (50). Similarly, in the streptozotocin (STZ)-induced type 2 diabetes rat model, Dio1 activity and mRNA expression level in rats recoved to control levels after administration of T3 treatment and increased significantly when T3 and insulin were co-administrated (51). Our current study found that serum FT3 and FT4 were elevated immediately after treadmill exercise in mice, while the expression of Dio1 in the liver was also significantly upregulated after aerobic exercise on treadmill, which was consistent with the results of several previous *in vivo* and *in vitro* experiments. The above results suggested that the increase in serum T3 levels after exercise may continuously increase the expression of Dio1 in hepatocytes.

In conclusion, our study provides evidence that exercise training significantly improved hepatic lipid accumulation and also reduced inflammatory infiltration and fibrosis. In addition, we constructed T3 response signature using mice liver transcriptomic datasets and found that aerobic exercise significantly increased T3 response in the liver of NASH mice and Dio1 was the most important molecule in the T3 response signature. We confirmed transient elevation of FT3 after exercise and upregulation of Dio1 expression level in the liver of NASH mice post aerobic exercise, which may partially mediate the protection effect of exercie on hepatic injuries in NASH mice.

## Data availability statement

The data presented in the study are deposited in the GEO dataset repository, accession number (GSE217155).

## Ethics statement

The study was approved by the Ethics Committee of the First Affiliated Hospital of Xiamen University.

## Author contributions

All of the authors contributed to the design of the study. QL and HL wrote the manuscript; XL, and XS designed the study; WH and QZ generated the figures; QW, ZZ, and XZ performed the research; CH reviewed and edited the paper. All the authors agreed to the published version of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

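RNA sequencing libraries from the livers of 9 mice were used, 3 from each of the groups Control, NASH and NASH+Exercise, with 1 library per mouse and no pooling. For each gene and mouse, the authors deposited an estimated count of reads that is not normalized and, about 30% of the time, not a whole number. They also deposited FPKM values, which scale the reads by transcript length and library size, and TPM values, in which every library sums to the same total. Only the estimated counts were used here. The paper's text does not name the aligner, the counting tool or the genome build. In the file of NASH replicate 5 the authors deposited estimated counts, FPKM and TPM of all 9 mice, and the 428304 values it shares with the files of the other mice were compared, of which 0 differed. Genes are listed by Entrez Gene identifier. A RefSeq gene table of GRCm38.p6 was used for symbols only, and no coordinates are given.

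The total of the estimated counts was between 20085976 and 22495408 per mouse, and 15440 to 16371 genes had at least 1 count. Counts were rounded to whole numbers. With 3 mice per group, the spread between mice limits the precision more than the depth does. Fold changes against a group with at most 3 counts in every mouse are given as lower bounds, which cover counting error only, since the reads carry no molecular identifiers.

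Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using filterByExpr by group (at least 10 counts, total 15), TMM normalization, the robust quasi-likelihood fit of all 9 mice with group as the only term, and Benjamini-Hochberg adjustment over 13619 genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. NASH+Exercise was compared with NASH and NASH with Control. The standard error of a log2 fold change is its absolute value divided by the root of the quasi-likelihood F statistic. Normalized values are CPM after TMM, and exact permutation tests of single values were two-sided, with 0.1 as the smallest p for 3 mice against 3.

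Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists of a comparison. The lists for statements of the paper were inflammatory response, interferon alpha response, interferon gamma response, TNF signaling via NFkB, IL6-JAK-STAT3 signaling, oxidative phosphorylation, lipid homeostasis, TGF-beta signaling, thyroid hormone metabolism, collagen and extracellular matrix, and the T3 response signature of the paper. The first 10 were drawn up from general knowledge and are not the sets that the paper used, so their NES values are not set beside those of the paper. Further lists served for hypotheses, namely the genes that T3 represses in Figure 5A, male-biased and female-biased liver genes, circadian clock, PPAR alpha targets, SREBP2 targets, unfolded protein response, bile acid and FXR, NRF2 and CAR targets, acute phase, and markers of hepatocytes, macrophages, neutrophils, T and NK cells, B cells, stellate cells, sinusoidal endothelial cells, cholangiocytes and erythroid cells. Markers of pancreas (1 gene tested) and skeletal muscle (0 genes tested) had too few genes for a test. The preranked GSEA used fgsea 1.28.0 with 10000 permutations of genes, ranked by the signed root of the quasi-likelihood F statistic. GSVA scores were computed with gseapy 1.3.1 in Python 3.11.15 on log2 CPM of all 9 mice. Called genes were compared with 25 Reactome sets by a one-sided Fisher's exact test, with the genes that could be called as the background. The share of genes that changed opposite to NASH was set against 50 simulations of the 9 libraries without an effect of exercise, because both comparisons use the NASH mice. Genes were drawn independently in these simulations as well.

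The tests with edgeR, DESeq2, camera, fry and fgsea were tried on simulated counts drawn from the means and library sizes of these data. Genes were drawn independently, so correlation between genes was not part of this trial, and the Fisher's exact tests were not tried. With 200 genes changed by a log2 fold change of 2 or 3 in either direction, edgeR called 96.4% of them, 4.17% of its calls were false, and 99.9% of the changed genes had the right direction. DESeq2 on 2 groups called 98.1%, and 9% of its calls were false. Camera and fgsea each found 5 of 5 lists of 60 genes raised by 0.5 on the log2 scale, and camera gave an unadjusted p under 0.05 to 3% of unchanged lists. Fry and camera with the estimated correlation also found 5 of 5, and gave such a p to 5% and 3% of unchanged lists. Smaller changes were not simulated, so these shares do not give the sensitivity to them. GSVA was tried on random noise around the mean log2 CPM of each gene, and a set of 15 genes raised by 1 had the higher difference in score than an unchanged set in 10 of 10 runs.

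The genes named in the text were chosen by a rule: all genes that the paper names for these samples, and for each comparison and direction the 5 called genes with the largest change among those with a mean of at least 100 counts in the higher group and no overlap between the groups. Near-identical copies of these genes are given beside them. Other genes outside this rule are marked as such in the Results, and in the closing part they appear as members of a list. Where near-identical copies share reads, as in the Mup family, the values of single copies are uncertain.

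The comparisons, tests, lists and alternatives were set before the data were examined, apart from the alternatives named as later choices. The alternatives were DESeq2 1.42.0 on the 9 mice or on the 6 mice of a comparison, edgeR on the 6 mice, RLE size factors, library size only, library size and TMM without the Mup genes, no filter on low counts, at least 10 counts in every sample, an adjusted p under 0.01 with an absolute log2 fold change above 1.5, an adjusted p under 0.05 alone, glmTreat against a log2 fold change of 1, fry, camera with the estimated correlation, other rankings for GSEA, a mean z score or a prior count of 0.5 for GSVA, the signature without Dio1, and each mouse left out in turn. The qPCR, serum, histology and T3 treatment datasets of the paper were not analysed here.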

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

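The tests of the scaling, of the share of hepatocyte RNA and of the share of Mup transcripts in this part were chosen only after the results were seen.

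Genes of the unfolded protein response, which the paper does not discuss, were higher in NASH+Exercise than in NASH. Of 25 genes, 24 were higher, with a median log2 fold change of 0.526 (limma's camera, Benjamini-Hochberg adjusted p = 5.53e-14; fry, adjusted p = 0.0349; camera with the estimated correlation, adjusted p = 0.0968, past no threshold). All 3 NASH+Exercise mice had a higher mean than all 3 NASH mice, at 0.58 ± 0.092 (SD, n = 3) against a spread of 0.252 (SD, n = 3) in log2 CPM. With each mouse left out in turn the median stayed between 0.43 and 0.69. Adjusted over the list alone, 16 genes had an adjusted p under 0.05, and 0 over all genes tested, with 17 at an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The scaling between libraries is argued against as the whole cause, because the median was 0.313 with library size only, a setting that moved the median of all genes to -0.24. A larger share of hepatocyte RNA stays open. Less the mean of the hepatocyte markers, the list was higher by 0.472 in NASH+Exercise, without overlap, against spreads of 0.211 and 0.312 (SD, n = 3) in NASH+Exercise and NASH (exact permutation test, two-sided p = 0.1), which is less than 2 times the larger spread. A larger share of Mup transcripts stays open too, since that share rose together with the list, from 2.94% ± 0.417 (SD, n = 3) in NASH to 6.74% ± 1.16 (SD, n = 3). The list was also higher than in Control, by a median of 0.699, at an overlapping Mup share (5.77% ± 1.67, SD, n = 3), but these groups differ by the diet as well. In NASH against Control the list had a median of 0.11 (limma's camera, Benjamini-Hochberg adjusted p = 0.309). An effect of exercise on the load of the endoplasmic reticulum and chance differences between the mice stay open as well.

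Genes of the acute phase, also outside what the paper discusses, were higher in NASH+Exercise than in NASH, with 17 of 21 higher and a median log2 fold change of 0.379 (limma's camera, Benjamini-Hochberg adjusted p = 2.55e-05). The call did not hold under fry (Benjamini-Hochberg adjusted p = 0.166) or with the estimated correlation (adjusted p = 0.339). The size of the median rested largely on NASH+Exercise replicate 18, whose mean was 0.78 above the NASH mean against 0.084 and 0.23 in the other NASH+Exercise mice. Without that mouse the median was 0.11 and the list still passed (limma's camera, Benjamini-Hochberg adjusted p = 0.0449). Orm3 was the only gene of the list called over all genes tested. Lcn2, Saa3, Apcs and Cp were lower. The scaling between libraries is argued against as the whole cause, with a median of 0.175 with library size only. A larger share of hepatocyte RNA stays open, because the list less the hepatocyte markers overlapped between the groups, with a difference of 0.254 and spreads of 0.55 and 0.169 (SD, n = 3) in NASH+Exercise and NASH (exact permutation test, two-sided p = 0.7). The list was already higher in NASH than in Control, without exercise, by a median of 1.26. A state of replicate 18 alone, such as an infection or the time since the last run, was not tested and stays open beside an effect of exercise.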

How the results depend on the processing

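The clock phase score as a covariate, and the alternatives for the hypothesis lists, were chosen after seeing the data. All other alternatives were fixed earlier. No paired analysis was possible because the animal numbers are not shared between groups.

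DEGs between NASH+Exercise and NASH numbered 19. They numbered 204 with DESeq2 on the 2 groups compared, 186 with DESeq2 on the 9 samples, 9 with the clock phase score as a covariate, and 0 both with glmTreat and with an adjusted p under 0.01 and an absolute log2 fold change above 1.5, where 2078 genes had an unadjusted p under 0.05. Across the 6 fits that each left out one mouse, they ranged from 0 to 34. The other alternatives gave 15 to 22 genes. With library size only, 10 were higher and 5 lower, and with no filter on low counts 10 were higher and 8 lower, against 14 and 5. With the clock phase score as a covariate, 2 were higher and 7 lower, and with edgeR on the 6 mice 13 and 2. The numbers were 28 and 6 without NASH+Exercise replicate 8, 1 and 4 without NASH replicate 19, and 0 and 2 without NASH+Exercise replicate 22. DEGs between NASH and Control numbered 2494. They numbered 1309 with glmTreat, 1466 with the stricter thresholds, 1601 with at least 10 counts in every sample and 4846 with the adjusted p alone, and with library size only 3010 (2791 higher and 219 lower, against 2082 and 412). With the thresholds the cause is their construction. For the other alternatives the cause was not tested.

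For Dio1 between NASH+Exercise and NASH, the log2 fold change of 1.92 passed the thresholds only with DESeq2, at 1.98 on the 2 groups and 1.94 on the 9 samples. The alternatives within edgeR left it between 1.58 and 2.24 and not past the adjusted p.

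Camera with the preset correlation called 10 of the 11 lists with exercise, against 0 with the estimated correlation and 2 with fry. The estimated correlation leaves the medians as they are and weakens inflammatory response (-0.377), interferon alpha (-0.330), interferon gamma (-0.611), TNF (-0.241), IL6-JAK-STAT3 (-0.208), oxidative phosphorylation (0.281), TGF-beta (-0.160), thyroid hormone metabolism (0.129), collagen and extracellular matrix (-0.720) and the T3 response signature (0.087). Fry weakens the same lists except TGF-beta and collagen. In NASH against Control camera called 8 lists and the estimated correlation 3, with interferon alpha (1.199), interferon gamma (1.966), oxidative phosphorylation (-0.625), TGF-beta (0.269) and collagen (1.490) weaker. For the hypothesis lists, camera called 11, fry 5 and the estimated correlation 0.

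Some medians changed sign. Library size only shifts the median of all genes to -0.235 with exercise and 0.359 in NASH. With it, the medians with exercise were -0.144 for lipid homeostasis, -0.068 for thyroid hormone metabolism and -0.125 for the T3 response signature. In NASH against Control they were 0.085, 0.215 and -0.262 in the same order. There lipid homeostasis (limma's camera, Benjamini-Hochberg adjusted p = 0.0109) and the T3 response signature passed the threshold. Relative to these shifts, the 3 lists with exercise stay above the median gene. In NASH against Control, the preranked GSEA gave lipid homeostasis an NES of 0.970 where its median was negative. The T3 response signature had a median of -0.047 without Dio1, and from -0.105 (without NASH+Exercise replicate 22) to 0.211 with a mouse left out. Thyroid hormone metabolism was weaker with at least 10 counts in every sample (0.110) and ranged from 0.053 to 0.115 with a mouse left out. Lipid homeostasis with exercise passed the threshold with library size only (limma's camera, Benjamini-Hochberg adjusted p = 0.0282). It also passed without NASH+Exercise replicate 8 or 18 or NASH replicate 20, and its median ranged from 0.039 to 0.119 with a mouse left out. With library size only, the medians of the genes that T3 represses (-0.143), of bile acid and FXR genes (-0.059) and of erythroid markers (-0.136) were negative. With a mouse left out, the genes that T3 represses ranged from -0.227 (without NASH+Exercise replicate 8) over -0.125 (without NASH replicate 5) and -0.004 (without NASH replicate 19) to 0.184, and erythroid markers from -0.146 (without NASH+Exercise replicate 18) and -0.125 (without NASH replicate 20) to 0.262. Their causes were not tested.

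The share of DEGs that changed opposite to NASH was 84.2%, and from 0 to 76.5% across the fits without one mouse that called any gene. The share of 0 comes from a fit that called 1 gene. Without NASH+Exercise replicate 18 or NASH replicate 20 no gene was called and there is no share. The Reactome sets past the threshold with exercise rose from 0 to 1 for higher and from 0 to 7 for lower genes with the DESeq2 calls, which are more numerous. The NES and the GSVA difference of the T3 response signature kept their direction in all their alternatives. Among 38 other results for single genes, 99 of 456 alternatives changed a call, with 84 weaker and 15 stronger, and 0 reversed. For the hypothesis lists, 49 of 209 did, with 27 weaker, 14 stronger and 8 reversed. The depth limits the folds of genes with at most 3 counts in every Control mouse to lower bounds, and A1bg, Pnpla5, Adcy10, Sult1e1 and Greb1 of the T3 response signature had too few counts to be tested.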

Differences from the paper's values

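The settings named in this part were all among the alternatives set before the data were examined, and no test in it was chosen after its result was seen.

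For NASH+Exercise against NASH, the paper reports 204 DEGs, of which 79 were higher and 125 lower (the paper's values). Here edgeR called 19, of which 14 were higher and 5 lower. Of the 17 alternatives, DESeq2 on the 2 groups compared (204, with 78 higher and 126 lower) and DESeq2 on the 9 samples (186, with 65 higher and 121 lower) lie within the limits set for the paper's 3 counts, and the other 15, which use edgeR, do not. DESeq2 is the tool that the paper's methods name.

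The paper's NES of the T3 response signature is 1.65. Here it was 2.093, with a spread of 0.122 (SD over the fits that each left out one mouse). Of the 10 alternatives, 0 came within that spread of the paper's value, with NES values down to 1.94 without Dio1.

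The paper names Dio1 as significantly higher with exercise in RNA-seq. It also reports higher Dio1 by qPCR and by immunohistochemistry, which were not analysed here. Here its log2 fold change was 1.92 and its adjusted p 0.128 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold. DESeq2 on the 2 groups compared (adjusted p = 8.19e-08) and on the 9 samples (adjusted p = 0.000187, DESeq2's Wald test with Benjamini-Hochberg adjustment) called it, and no alternative within edgeR did. All 29 genes drawn as higher and all 11 drawn as lower in Figure 3B had the direction drawn there, and edgeR called 14 and 4 of them. DESeq2 on the 2 groups compared called 27 and 11.

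The paper describes the genes higher with exercise as characterized by lipid metabolism, among other terms of GO. In the Reactome sets tested here, the set Metabolism of lipids and lipoproteins was not past the threshold for the genes higher under DESeq2 (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.522, unadjusted p = 0.0418) or edgeR (adjusted p = 0.614, unadjusted p = 0.0736). The GO terms themselves were not analysed here.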

Other observations

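The tests of the genes that T3 represses, of male-biased and female-biased genes, of markers of other cells and of the time of day were set before their results were seen. The covariate for the time of day, the fit without NASH replicate 19, the test of reads split between Mup copies and the splits of the mice for the DESeq2 calls, the list tests and the NES were chosen only after the results were seen.

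The 6 mice of a comparison can be split into 3 and 3 in 10 ways. For NASH+Exercise against NASH, only the real split, 1 of the 10, gave as many DEGs, and the other 9 gave 0 DEGs with 199 to 923 genes at an unadjusted p under 0.05. Likewise 1 of the 10 splits, the real one, gave as many DESeq2 calls (204, against 0 to 26), as many lists under camera (10, against 1 to 7), as many under fry (2, against 0) and as large an absolute NES of the T3 response signature (2.09, against 0.899 to 1.86). For NASH against Control, 1 of the 10 gave as many DEGs (the others 0, with 111 to 626 genes at an unadjusted p under 0.05) and as many lists under fry (8, against 0), but 5 of the 10 gave as many lists under camera, with 5 to 10 lists in the others. Every other split puts mice of both groups on each side and so keeps part of the difference between them. Camera calls in such splits therefore do not show how often camera calls lists without a difference. With 3 mice in each group the share of splits cannot fall under 0.1, so the splits alone decide nothing about chance. Mixing the groups also widens the spread on each side, which can lower the counts. Camera in NASH against Control is an exception, with up to 10 lists in other splits. Noise in single genes is argued against by a smallest adjusted p of 1.19e-07 in NASH against Control and 0.00719 in NASH+Exercise against NASH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the latter comparison it is also argued against by 10 simulations without a change, in which edgeR called 0 genes and DESeq2 3 to 15, against 19 and 204. These simulations drew each gene independently, so for NASH+Exercise against NASH an effect of exercise and a chance difference between mice that many genes share cannot be told apart.

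All 24 Mup genes rose with exercise, and 11 of the 29 genes drawn as higher in Figure 3B belong to this family. A change in how reads are split between near-identical Mup copies is argued against, because the family as a whole took 6.74% of all counts in NASH+Exercise (5.44 to 7.65%) against 2.48 to 3.29% in NASH. A change of the male-biased programme of the liver may underlie the pattern. Of 17 male-biased genes outside the Mup family and outside Figure 3B, 15 were higher, with a median log2 fold change of 0.651 (limma's fry, p = 0.0183, or 0.0276 from camera with the estimated correlation), and of 26 female-biased genes outside Figure 3B, 23 were lower, with a median of -0.844 (fry, p = 0.000872, or 0.00562 from camera with the estimated correlation). With library size only the medians were 0.432 and -1.03, and the female-biased genes had p = 0.0755 from limma's camera with the estimated correlation. In 4 of the fits that each left out one mouse the fry p of the male-biased genes lay above 0.05, up to 0.0623 without NASH+Exercise replicate 18, while that of the female-biased genes stayed at 0.00564 or below and their median was -1.35 without NASH+Exercise replicate 8. In NASH against Control the male-biased genes had a median of -0.85 and the female-biased genes one of -0.45, so the female-biased genes moved further from Control with exercise. Over the whole lists, Mup genes included, the medians with exercise were 1.47 and -1.01 (limma's camera, Benjamini-Hochberg adjusted p = 8.54e-34 and 2.2e-09; fry, adjusted p = 0.0103 for both; estimated correlation, adjusted p = 0.0777 for both). No hormone was measured in these samples.

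The falls of inflammatory and matrix genes with exercise could come from fewer non-parenchymal cells in the piece of liver. A loss of all such cells alike is argued against, because markers of macrophages, T and NK cells, stellate cells, sinusoidal endothelial cells and cholangiocytes moved apart over 55 genes (permutation p = 9e-04 over 100000 resamples of genes, which are not independent replicates). The medians were -1.46 for cholangiocytes, -0.89 for T and NK cells, -0.32 for macrophages, -0.27 for stellate cells and -0.22 for endothelial cells. The cholangiocyte value rested on NASH replicate 19, and without it the medians were -0.47, -0.73, -0.26, -0.29 and -0.33, with a permutation p = 0.0352, and the cholangiocyte list no longer passed camera while the endothelial list did. The endothelial median was -0.006 without NASH replicate 5, -0.054 without NASH+Exercise replicate 18 and -0.34 without NASH+Exercise replicate 8. The macrophage list did not pass without NASH replicate 5 (-0.21) or 20 (-0.32) or NASH+Exercise replicate 8 (-0.37) or 18 (-0.22), and the stellate list did not pass without NASH replicate 20 (-0.18). With library size only, cholangiocytes, stellate cells and macrophages did not pass camera (Benjamini-Hochberg adjusted p = 0.067, 0.0611 and 0.137). Among stellate cell markers, the 3 collagens had a median of -1.08 and the other 9 one of -0.16 (exact permutation test, p = 0.00455). Of the 5 lists, T and NK cells (adjusted p = 1.65e-05), cholangiocytes (0.00954), stellate cells (0.0124) and macrophages (0.0441) passed camera with Benjamini-Hochberg adjustment, and under fry only T and NK cells did (adjusted p = 0.011). Fewer cells of a single type, such as T and NK cells, and lower expression within the cells stay open and were not tested apart.

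The 3 NASH+Exercise mice differed in the phase of clock genes. Dbp was at 82.5 and 58 CPM in replicates 8 and 22 and at 2.03 CPM in replicate 18, and the phase score was 0.99 ± 3.06 (SD, n = 3) in NASH+Exercise and 0.01 ± 0.95 (SD, n = 3) in NASH (exact permutation test, two-sided p = 0.7). The scores of the groups overlap, which is the outcome set beforehand as speaking against a different time of day at death, though with 3 mice and this spread the test is weak. With the phase score as a covariate, each of the 19 DEGs kept at least 93.1% of its log2 fold change. The score varied mostly within NASH+Exercise, and the 19 were called for a difference that is large against the spread within groups. The covariate could therefore hardly shrink these changes, and this does not decide whether the time of day caused them. The model with the covariate called 9 genes, 2 higher and 7 lower, where the model without it called 14 higher and 5 lower. Of the 9, 5 were among the 19. With the covariate, the adjusted p-values of the 19 lay between 0.0444 and 0.0869 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under this model, 9 genes followed the phase score at an adjusted p under 0.05 and 528 at an unadjusted p under 0.05. The list of 19 clock genes had a median log2 fold change of 0.47 with exercise and did not pass camera (Benjamini-Hochberg adjusted p = 0.0659). The median was 0.22 without NASH+Exercise replicate 22 and 0.31 without NASH replicate 5. The list passed without NASH+Exercise replicate 18 (0.30), NASH replicate 19 (0.46) or NASH replicate 20 (0.62), and with all mice under library size only (0.27; limma's camera, Benjamini-Hochberg adjusted p = 0.000178), so its call turns on single mice and on the scaling.

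A raised response to T3 in the liver would also lower the genes that T3 represses in Figure 5A. Of 14 such genes tested, 8 were higher and 6 lower with exercise, with a median log2 fold change of 0.061 (limma's camera, Benjamini-Hochberg adjusted p = 0.98). The value leaves this open, because members moved both ways, from -3.56 to 0.80, and the median changed sign to -0.23 without NASH+Exercise replicate 8, -0.13 without NASH replicate 5 and -0.004 without NASH replicate 19. Adjusted over the list alone, 6 of these genes had an adjusted p under 0.05, and 0 over all genes tested, with 6 at an unadjusted p under 0.05. Of these 6, Acot3 (-3.56), Vldlr (-1.31), Abcc3 (-0.645) and Il17rb (-0.593) were lower, and Mcm10 (0.799) and Keg1 (0.584) higher. The list mean in NASH+Exercise was -0.293 relative to NASH, with groups that overlapped (exact permutation test, two-sided p = 0.3). A raised response to T3 and other causes of the rise of the signature cannot be told apart here.

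Further lists are given as values for NASH+Exercise against NASH, with camera and Benjamini-Hochberg adjustment in limma. The median was -0.55 for NRF2 and CAR targets (adjusted p = 2.74e-06; fry, adjusted p = 0.0349) and 0.39 for SREBP2 targets (adjusted p = 4.24e-08; fry, adjusted p = 0.142), which fell to 0.25 without NASH+Exercise replicate 22. It was -0.30 for PPAR alpha targets (adjusted p = 0.000266; fry, adjusted p = 0.153), which were lower in NASH than in Control by a median of -1.49, and -0.11 without NASH replicate 20, where the list no longer passed. The lists of bile acid and FXR genes (0.14, adjusted p = 0.068), markers of hepatocytes (0.25, adjusted p = 0.0839), neutrophils (-0.20, adjusted p = 0.346), B cells (-0.73, adjusted p = 0.12) and erythroid cells (0.070, adjusted p = 0.141) did not pass. With library size only, hepatocyte markers (0.039, adjusted p = 0.0111), bile acid and FXR genes (-0.059, adjusted p = 0.0057) and erythroid markers (-0.136, adjusted p = 0.0397) passed camera with Benjamini-Hochberg adjustment, above a median of -0.24 over all genes. These lists of 5 to 16 genes moved with single mice. Hepatocyte markers were at 0.079 without NASH+Exercise replicate 22 and passed without NASH+Exercise replicate 8 (0.35) or 18 (0.28). Neutrophil markers were at -0.062, -0.41 and -0.31 without NASH+Exercise replicates 22, 18 and 8. B cell markers were at -0.26 without NASH+Exercise replicate 22 and -0.45 without NASH replicate 20, and passed without NASH+Exercise replicate 8 (-1.21) or NASH replicate 19 (-0.95). Bile acid and FXR genes passed without NASH replicate 20 (0.21) or NASH+Exercise replicate 22 (0.20). Erythroid markers ranged from -0.15 without NASH+Exercise replicate 18 to 0.26 without NASH replicate 5, where they passed, as they did without NASH+Exercise replicate 22 (0.22).

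The paper measured Il1b, Tnf and Adgre1 (F4/80) by qPCR. In the RNA-seq counts of NASH+Exercise against NASH, their log2 fold changes were -0.30, -0.76 and -0.37, with adjusted p-values of 0.817, 0.331 and 0.532 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only for Tnf did all 3 NASH+Exercise mice lie below all 3 NASH mice. The value of Il1b was -0.64 without NASH+Exercise replicate 8 and -0.085 without NASH+Exercise replicate 22, and that of Adgre1 was -0.21 without NASH replicate 5 and -0.22 without NASH+Exercise replicate 18. In NASH against Control, Il1b and Adgre1 had log2 fold changes of 2.20 and 2.87, and Tnf, with at most 3 counts in every Control mouse, was at least 20-fold higher.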
